A study of Homo sapiens with 12 samples.

How the data were processed

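The study measured polyA RNA by sequencing in HCT116, a human colorectal carcinoma cell line with intact p53, in 12 libraries. Per the labels, cells were transfected with a control siRNA (siControl) or an siRNA against RFX7 (siRFX7) and treated for 24 h with 10 µM Nutlin-3a or with its solvent DMSO, and libraries were made from 500 ng of total RNA with a polyA selection kit. These factors give 4 groups of 3 replicates. The siRNA sequences and the number of different siRNAs used against RFX7 are not stated in the labels.

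The values used here were 4 result tables that the authors made with DESeq2, as the tables' names state, each comparing 2 of the groups. Values per library were not used here, and no new test of those 4 comparisons was made. The column of mean normalized counts is a signal, the mean over libraries of counts divided by size factors, per the file headers. The log2 fold changes and their standard errors are on a log2 scale, per the file headers. The test statistic is a score, equal in the authors' deposited tables to the log2 fold change divided by its standard error. The p-value and adjusted p-value columns are, per the file headers, those of the authors' test. The adjusted p-value in each deposited table was the Benjamini-Hochberg adjustment over the genes that table lists. The aligner, the counting tool, its handling of strand and of reads with several matches, the genome build, the annotation and the version of the authors' software are not stated in the labels or in the file headers.

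Relations between the tables were checked before use. Genes were listed down to a mean normalized count of 0.9975 in both Nutlin-3a comparisons, 2.98 in the siRFX7 comparison in DMSO and 3.78 in the siRFX7 comparison in Nutlin-3a. The log2 fold changes of the 4 tables closed to within 1.27e-14 when the siRFX7 tables were read as siRFX7 over siControl. Read the other way, the median closure error was 0.374. Closure fixes the siRFX7 direction only relative to the Nutlin-3a comparisons, which were read as Nutlin-3a over DMSO. The direction was taken from this check together with that reading. The squared standard errors added across the tables to within a relative difference of 2.71e-06, as they do when 4 groups share one fit. From the mean normalized counts, fold changes and standard errors, the group means and the summed size factor of each group were recovered by solving the standard error formula of the negative binomial model across genes. The recovered depth was 26912458, 26962150, 27271017 and 26638563 counts per library on average in siControl DMSO, siControl Nutlin-3a, siRFX7 DMSO and siRFX7 Nutlin-3a. The depth of single libraries is unknown. At this depth the median standard error of a log2 fold change was 0.0869 to 0.0877 for genes with a mean normalized count of at least 100, and 0.458 to 0.708 for genes under 100. These errors are the authors' model errors, and floors based on 3 counts cover counting error only.

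The design written before the data were examined planned a test on counts with edgeR, which was not used because the tables hold statistics. The fallback named in that design was followed. Genes were called changed at an adjusted p-value below 0.05 in the authors' deposited tables, with no minimum fold change. The interaction, the difference between the Nutlin-3a log2 fold changes under siRFX7 and under siControl, was tested with a two-sided z test. Its standard error was the root of the summed squared standard errors, and p-values were adjusted by Benjamini-Hochberg over 23195 genes. This test treats the standard errors as known and takes the 2 contrasts, which share no library, as independent although they share the dispersion estimates.

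Gene lists were written from general knowledge at the same stage: 30 p53-activated genes, 20 cell cycle genes, 15 RFX7 targets, 15 interferon-stimulated genes and the 8 RFX family members. The RFX7 target list could rest in part on these libraries, so it is not independent evidence. The first 4 lists were tested with cameraPR of limma 3.58.1 (R 4.3.3) on the authors' statistic, or on the interaction z, with an inter-gene correlation of 0.01. The tests were two-sided and adjusted by Benjamini-Hochberg over 20 tests. Tests with fry or with a correlation estimated from the data need values per library and could not be run, so it is not known which calls would hold under them. The overlap of genes raised by Nutlin-3a and genes lowered by siRFX7 was tested with a one-sided Fisher's exact test over genes tested in both. Because these comparisons share the siControl Nutlin-3a libraries, 100 draws were simulated with unchanged groups and 100 with siRFX7 effects moved to other genes. After the data were seen, 100 draws with the interactions moved to other genes of similar mean count were added, to show how choosing genes by their siControl response tilts the sign of the interaction.

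The genes named in the text follow a rule fixed with the design: RFX7, the RFX family, MDM2, CDKN1A, list members where singled out, and for each contrast the 5 genes with the largest absolute change in each direction among called genes with a mean normalized count of at least 50. Some genes outside this rule were chosen after their values were seen, namely ATF4, TRIB3, PCK2, HLA-DQB1, HLA-DRA and the other genes tested with the MHC class II set. Neighbouring or overlapping genes are named where they bear on a count. Where a group mean was at or below 3 counts, the change was computed against 3 and is given as a lower bound. Positions are from GENCODE release 29 on GRCh38, which may not be the build the authors used, and 23164 of 23195 identifiers (99.9%) were found in it. Lists were also set against 10000 random lists of the same size matched on mean normalized count, with the range holding 95% of their medians.

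Transcript GC content and length came from the same annotation, and a trend on both was removed from the fold changes of 12746 genes in a check. All 3' UTR heptamers found in at least 100 of 10651 genes were tested against the siRFX7 fold changes by linear regression with 6 covariates of UTR length, UTR GC content, transcript GC content and transcript length. Alternatives were an adjusted p-value below 0.01, a minimum absolute log2 fold change of 0.58, p-values adjusted again over genes with a mean of at least 10, cameraPR on ranks, and the DMSO arm of the overlap. Added after the data were seen were scaling to equal total counts, centring on the median of genes with a mean of at least 100, an inter-gene correlation of 0.05 and the overlap with a minimum fold change. The scripts were tested on simulated data. With 200 changed genes among 19319, the interaction test recovered 89.5%, and 5.79% of its calls were false. The changed genes had a mean of at least 100 and an absolute effect of at least 0.58. Standard errors in this test used the simulated dispersions. The recovery thus leaves out low-count genes and smaller changes, and neither rate includes error in estimated dispersions. In 100 draws over 23195 genes, cameraPR found a shifted list of 20 genes 100 times and an unshifted list 1 time. A heptamer planted in the fold changes of 10651 genes ranked 1 among 15573. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.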

Results

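Gene expression was measured in HCT116 cells transfected with siControl or siRFX7 and treated with DMSO or Nutlin-3a, an MDM2 inhibitor that activates p53. Each of the 4 groups had 3 replicates. The tables listed 23195 genes for each Nutlin-3a comparison, 20026 for siRFX7 in DMSO and 19393 for siRFX7 in Nutlin-3a, of which 19393 were in all 4 tables. In the list of 23195, 14515 were protein-coding genes and 3387 were processed pseudogenes. Mean normalized counts summed to 26801484, the most abundant gene held 0.441% of them and the top 10 genes held 3.48%. The recovered depth averaged 26638563 to 27271017 counts per library across the groups. The values are group-level statistics, so no value per replicate can be shown.

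The siRNA target was examined first, as a check of the labels. RFX7 (ENSG00000181827, chromosome 15 from 56087280 to 56243266 on the minus strand, GRCh38) is a transcription factor gene. Its log2 fold change in the authors' deposited table for siRFX7 against siControl was -2.35 in DMSO (standard error 0.10, DESeq2 adjusted p 4.05e-128) and -2.14 in Nutlin-3a (standard error 0.09, DESeq2 adjusted p 7.94e-126). The recovered group means of RFX7 were 944 normalized counts in siControl DMSO, 1332 in siControl Nutlin-3a, 185 in siRFX7 DMSO and 302 in siRFX7 Nutlin-3a. The share of RFX7 remaining was 19.6% in DMSO (18.3% to 20.9% at 1 standard error) and 22.6% in Nutlin-3a (21.3% to 24.1%). With Nutlin-3a, RFX7 rose by 0.50 in siControl and 0.71 in siRFX7 on the log2 scale in the authors' deposited tables (DESeq2 adjusted p 2.05e-09 and 8.52e-11). The interaction for RFX7 was 0.21 with an adjusted p of 0.462 by the z test. Of the 8 RFX family members, 5 were listed, namely RFX1, RFX2, RFX3, RFX5 and RFX7. Of these 5, siRFX7 lowered 3 in DMSO and 4 in Nutlin-3a at an adjusted p below 0.05 in the authors' deposited tables, and none rose; adjusted over the list alone, 4 fell in each treatment. Nutlin-3a raised 3 and lowered 2 of them in siControl and raised 2 and lowered 3 in siRFX7, with the same counts adjusted over the list alone. The interaction was called for 1 of the 5, RFX5, where it was below 0, and also for 1 adjusted over the list alone.

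The Nutlin-3a comparisons ask which genes respond to p53 activation with and without the RFX7 knockdown. In siControl cells, 10022 of 23195 genes (43.2%) were called changed in the authors' deposited table, 5107 higher and 4915 lower. In siRFX7 cells, 9601 genes (41.4%) were called, 5022 higher and 4579 lower, in the authors' deposited table. The alternative that moved these counts most was a minimum absolute log2 fold change of 0.58, which left 5198 and 4830 genes. Scaling to equal total counts reversed the majority direction, giving 4824 higher and 5158 lower genes in siControl and 4434 and 5252 in siRFX7. Under both siRNAs, 3983 genes were called higher, 3688 lower, and 64 in opposite directions.

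**Figure D1:**
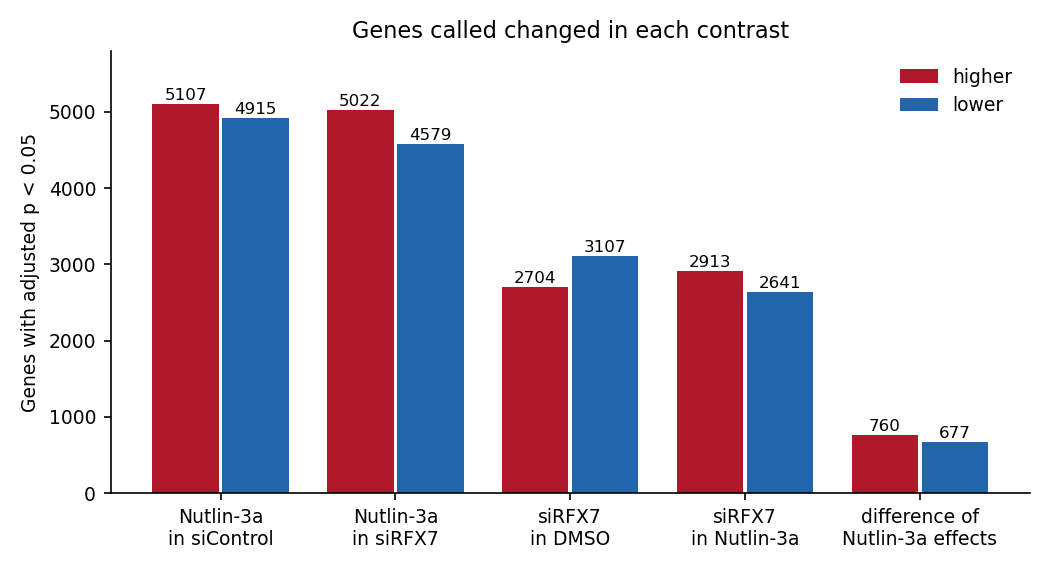
Genes called higher and lower at an adjusted p below 0.05 in each of the 4 comparisons and in the interaction; the axis gives the number of genes. The interaction had 760 genes above 0 and 677 below 0, against 5107 higher and 4915 lower genes with Nutlin-3a in siControl.

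MDM2 (ENSG00000135679, chromosome 12 from 68808176 to 68850686, plus strand) rose by 3.99 in siControl and 3.30 in siRFX7 on the log2 scale in the authors' deposited tables. CDKN1A (ENSG00000124762, chromosome 6 from 36676460 to 36687339, plus strand) rose by 4.46 and 3.53 in the authors' deposited tables. Among the largest rises in siControl, SORCS2 had a log2 fold change of 6.84 (standard error 0.25) and HMCN2 of 5.92 (standard error 0.45) in the authors' deposited table. COL5A1, UNC45B and CLCA2 had siControl DMSO means at or below 3 counts and were at least 23.6-fold, 18-fold and 21.3-fold higher, computed from the authors' deposited table. The largest falls in siControl were those of EXO1 at -5.95 (standard error 0.19), CKAP2L at -5.84, PIF1 at -5.79, NEIL3 at -5.72 and SKA1 at -5.60, in the authors' deposited table. In siRFX7 cells, SORCS2 rose by 5.58, HMCN2 by 4.95 and CLCA2 by 4.90, in the authors' deposited table. UNC45B and GGT6 were at least 49.5-fold and 38.2-fold higher in siRFX7, computed from the authors' deposited table. The largest falls in siRFX7 with a mean above 3 counts were those of SPC25 at -7.33 (standard error 0.34), CKAP2L at -7.26, NEK2 at -7.22 and ESCO2 at -7.16, in the authors' deposited table. The processed pseudogene NEK2P4 was at least 36.7-fold lower, computed from the authors' deposited table; its reads could be those of NEK2, so the value is uncertain.

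All 30 listed p53-activated genes were called higher with Nutlin-3a in siControl and 29 in siRFX7, with medians of 2.19 and 1.52 on the log2 scale in the authors' deposited tables; adjusted over the list alone, the counts were 30 and 29. The cell cycle list was called lower in 20 of 20 genes under each siRNA, also adjusted over the list alone, with medians of -4.39 and -5.34 in the authors' deposited tables. The RFX7 target list had a median of 1.05 in siControl, with 13 of 15 genes higher and 1 lower, in the authors' deposited table; adjusted over the list alone the counts were 13 and 1. In siRFX7 the median of that list was -0.03, with 6 higher and 5 lower in the authors' deposited table, or 7 and 5 adjusted over the list alone. The cameraPR adjusted p-values in siControl and siRFX7 were 2.22e-91 and 9.64e-66 for the p53 list, 1.19e-174 and 3.20e-193 for the cell cycle list, and 1.41e-11 and 0.483 for the RFX7 target list (limma). Interferon-stimulated genes, of which 14 of 15 were listed, had medians of 0.26 in siControl and -0.20 in siRFX7 in the authors' deposited tables. The interferon list had 5 genes higher and 3 lower in siControl and 2 higher and 3 lower in siRFX7, the same adjusted over the list alone. Its cameraPR adjusted p-values were 0.826 and 0.355 (limma), and the direction in siControl reversed when ranks were used.

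**Figure D2:**
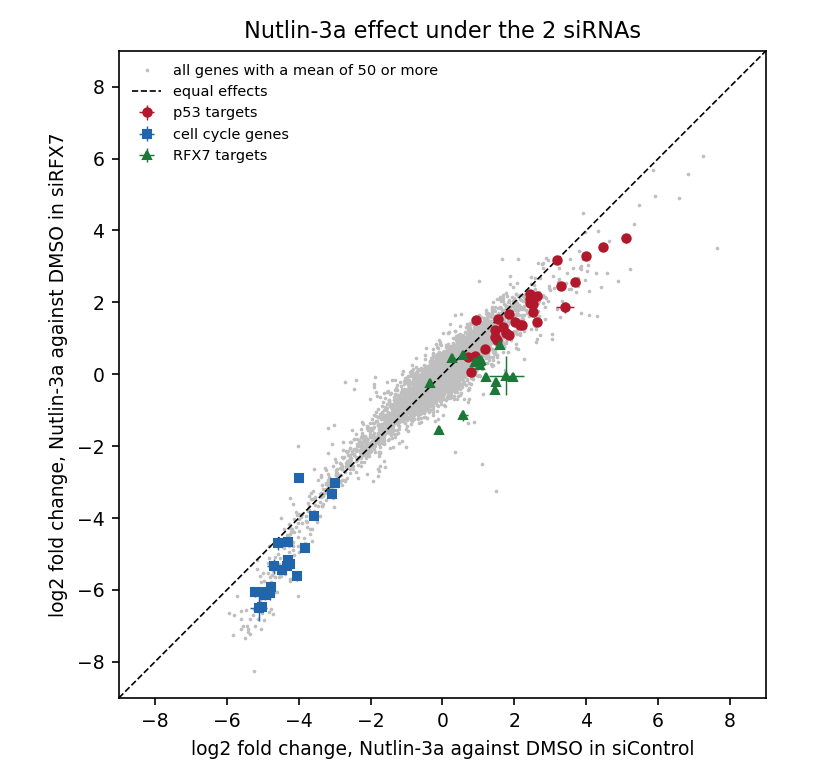
Log2 fold change with Nutlin-3a in siRFX7 cells (vertical axis) against that in siControl cells (horizontal axis), with all genes of a mean normalized count of at least 50 in grey, listed genes coloured by list, bars of 1 standard error and a dashed line of equal effects. The p53-activated genes have medians of 2.19 in siControl and 1.52 in siRFX7, and the RFX7 targets have medians of 1.05 and -0.03.

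The siRFX7 comparisons ask which genes depend on RFX7 at rest and under p53 activation. In DMSO, 5811 of 20026 genes were called changed in the authors' deposited table, 2704 higher and 3107 lower. In Nutlin-3a, 5554 of 19393 genes were called, 2913 higher and 2641 lower, in the authors' deposited table. A minimum absolute log2 fold change of 0.58 left 1547 and 1482 genes, the alternative that moved these counts most. With scaling to equal total counts, the DMSO comparison had 3391 higher and 2262 lower genes, so its majority direction reversed. Calls in both treatments were shared by 1591 higher and 1617 lower genes, and 129 genes were called in opposite directions. These overlaps do not rest on shared libraries, since the comparisons have none in common.

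In DMSO the largest falls were those of RFX7, CHAC1 at -2.29 (standard error 0.11), ASNS at -1.98 (standard error 0.19), DDIT4 at -1.97 (standard error 0.09) and CSTA at -1.91 (standard error 0.12), in the authors' deposited table. The largest rises with a mean above 3 counts in both groups were those of FLG-AS1 at 3.44, CPLX2 at 3.32 and TRIM29 at 2.82, in the authors' deposited table. FLG-AS1 is an antisense gene and its value is uncertain, since the handling of strand is not stated. COL5A1 was at least 4.33-fold and CLCA2 at least 1.79-fold higher, computed from the authors' deposited table. In Nutlin-3a the largest rises were those of WNT7A at 2.52 (standard error 0.28), HLA-DRB1 at 2.26, SCN3B at 2.13, WNT4 at 2.06 and DES at 1.94, in the authors' deposited table. HLA-DRB1 has near-identical paralogs and is uncertain. MXD4 (ENSG00000123933, chromosome 4 from 2247432 to 2262294, minus strand) fell by 3.01 (standard error 0.09, DESeq2 adjusted p 7.03e-248) and TSPYL2 fell by 2.55 (standard error 0.11) on the log2 scale in Nutlin-3a, in the authors' deposited table. The lincRNA AC112491.1 had a log2 fold change of -3.35 (standard error 0.91) in the authors' deposited table and overlaps a pseudogene on the other strand, so it is uncertain. The pseudogenes NEK2P4 and RRM2P2 were at least 1.13-fold and 2.25-fold lower, computed from the authors' deposited table, and share sequence with NEK2 and RRM2.

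The RFX7 target list was lower with siRFX7 in Nutlin-3a in 14 of 15 genes called, with a median of -1.78 on the log2 scale in the authors' deposited table. In DMSO its median was -0.28, with 1 higher and 9 lower in the authors' deposited table. Adjusted over the list alone, 14 were lower in Nutlin-3a, and 2 were higher and 10 lower in DMSO. The p53 list had a median of 0.67 in DMSO, with 26 higher and 2 lower, and of 0.14 in Nutlin-3a, with 12 higher and 5 lower, in the authors' deposited tables. Adjusted over the list alone, the p53 counts were 26 and 2 in DMSO and 16 and 6 in Nutlin-3a. The cell cycle list had medians of -0.37 in DMSO, with 14 of 20 lower and none higher, and -1.16 in Nutlin-3a, with 19 lower and KIF20A higher, in the authors' deposited tables; adjusted over the list alone, 15 and 19 were lower. Interferon-stimulated genes had medians of 0.70 in DMSO, with 10 of 14 higher and none lower, and 0.41 in Nutlin-3a, with 5 higher and 1 lower, in the authors' deposited tables, and the same counts adjusted over the list alone. Interferon genes at or below 3 counts, of which there were 2 in DMSO and 1 in Nutlin-3a, left these medians at 0.70 and 0.41 when set at their bounds.

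The limma cameraPR adjusted p-values in DMSO and Nutlin-3a were 2.71e-09 and 2.57e-86 for the RFX7 targets, 9.82e-41 and 0.00755 for the p53 list, 6.46e-09 and 9.79e-32 for the cell cycle list, and 3.57e-05 and 0.00888 for the interferon list. The p53 result in Nutlin-3a had an adjusted p of 0.0558 under an inter-gene correlation of 0.05.

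**Figure D3:**
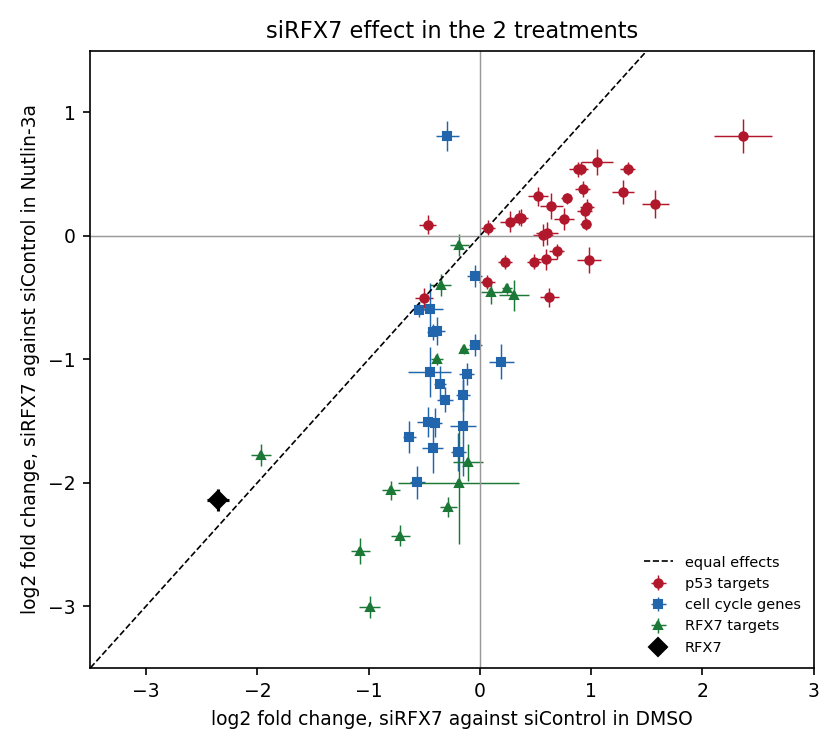
Log2 fold change of siRFX7 against siControl in Nutlin-3a (vertical axis) against that in DMSO (horizontal axis), with RFX7 as a black diamond, listed genes coloured by list, bars of 1 standard error and a dashed line of equal effects. The RFX7 targets have medians of -0.28 in DMSO and -1.78 in Nutlin-3a, and the p53 list has medians of 0.67 and 0.14.

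The interaction asks whether the Nutlin-3a response differed with the RFX7 knockdown. It was called in 1437 of 23195 genes (6.20%), 760 above 0 and 677 below 0. With a minimum absolute value of 0.58 there were 544 genes, 185 above 0 and 359 below 0. With scaling to equal total counts, 583 genes were above 0 and 792 below 0. Among genes raised by Nutlin-3a in siControl, 469 had an interaction below 0 and 142 above 0, so that 76.8% went against the response. Among genes lowered by Nutlin-3a in siControl, 111 were below 0 and 475 above 0, so that 81.1% went against it. The interaction contains the siControl response, and choosing genes by that response tilts its sign. With the interactions moved to other genes of similar mean count, the shares had medians of 77.7% (75.6% to 80.4% over 100 draws) and 79.6% (75.5% to 82.4%). These draws add noise to estimates that already hold noise, and they called more genes than observed. Medians were 934 against 469 raised genes below 0, and 777 against 475 lowered genes above 0. The draws may therefore overstate the tilt, and they cannot decide whether the observed shares exceed what this choice gives. Of the 469, 175 were lower with siRFX7 in Nutlin-3a and not higher in DMSO, 240 were higher with siRFX7 in DMSO and not lower in Nutlin-3a, 45 were both, and 9 were neither. An interaction below 0 is by its definition a siRFX7 effect that is lower in Nutlin-3a than in DMSO, so these classes describe the genes and test nothing.

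The interaction was -0.69 for MDM2 (standard error 0.09, z test adjusted p 1.90e-12) and -0.93 for CDKN1A (standard error 0.13, adjusted p 7.17e-10). With siRFX7, CDKN1A was higher by 1.29 in DMSO and 0.35 in Nutlin-3a, and MDM2 had log2 fold changes of 0.49 in DMSO and -0.21 in Nutlin-3a, in the authors' deposited tables. The largest positive interactions were those of CHAC1 at 2.49 (standard error 0.18), HKDC1 at 2.25, AL672207.1 at 2.05, SLC1A4 at 2.03 and DDIT3 at 1.79. AL672207.1 is a processed pseudogene and is uncertain. The largest negative interactions were those of AC112491.1 at -4.74 (standard error 1.27), COL5A1 at -4.11, AC006064.4 at -3.59 (standard error 0.87), FLG-AS1 at -2.68 and AC093484.3 at -2.53. COL5A1 had a siControl DMSO mean below 3 counts, so its interaction has no firm size, and the other 4 are antisense or overlapping genes with uncertain counts.

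The p53 list had a median interaction of -0.55 with 21 of 30 genes called below 0 and 1 above 0, or 25 and 1 adjusted over the list alone. The cell cycle list had a median of -0.997 with 14 of 20 below 0 and 1 above 0, or 17 and 1 adjusted over the list alone. The RFX7 target list had a median of -0.79 with 11 of 15 below 0 and none above 0, or 12 adjusted over the list alone. The interferon list had a median of -0.09 with 1 of 14 below 0, also adjusted over the list alone. The limma cameraPR adjusted p-values were 5.32e-48, 9.62e-36, 9.95e-67 and 0.0967 for these 4 lists. Members outside the list direction, chosen after their values were seen, were SESN2 at 0.56 in the p53 list and KIF20A at 1.10 in the cell cycle list. KIF20A overlaps its neighbours CDC23 and BRD8, which lie on the other strand.

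Genes raised by Nutlin-3a in siControl and lowered by siRFX7 in Nutlin-3a numbered 978 of 19393 genes tested in both, from 5048 raised and 2641 lowered, against 687 if the calls were independent. The odds ratio was 1.83, with a one-sided Fisher's exact p of 2.45e-41. Both comparisons use the siControl Nutlin-3a libraries. When unchanged groups were simulated and the same numbers of top genes were taken, so that noise alone picked the genes, the shared libraries gave a median overlap of 1501 genes, against 978 observed. With the observed effects kept and the siRFX7 effects moved to other genes of similar mean count, the simulated odds ratio had a median of 1.54 and a range of 1.43 to 1.72 over 100 draws. In the DMSO arm, which shares the siControl DMSO libraries, the overlap was 669 genes against 785 if independent, with an odds ratio of 0.783 and a two-sided Fisher's exact p of 1.45e-07. Over the 19393 genes of the simulation the DMSO odds ratio was 0.747, with a median of 1.19 and a range of 1.07 to 1.31 when the siRFX7 effects were moved, and unchanged groups gave a median overlap of 177 genes.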

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

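The tests of explanations in this part were chosen after the patterns were seen, while the gene lists and the interaction itself were fixed with the design. Each result here stands out because the Nutlin-3a effect differed between siRFX7 and siControl by the z test of the interaction, which was called for 1437 of 23195 genes. The design gives a biological explanation, the loss of RFX7, and it stays open as untested: one siRNA treatment is compared with one control siRNA, with no second reagent and no rescue.

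The RFX7 target list had a median interaction of -0.79. Removing a trend with GC content and transcript length gave -0.81, against 95% of random lists between -0.10 and 0.15, so the trend does not account for it alone. Rescaling to equal group totals gave -0.82. That rescaling moves every gene alike, here by 0.03, so it could not have removed this median. The interaction was called for 11 of the 15 targets, among them MXD4 at -2.01, RFX5 at -1.92, PNRC1 at -1.71, TSPYL2 at -1.48, PDCD4 at -1.26 and CCND1 at -0.78, singled out after their values were seen. The same list was lower with siRFX7 in Nutlin-3a. Its median was -1.79 after removing the GC and length trend and -1.75 after rescaling. The members have no 3' UTR match to the siRNA seed described under the other observations. Their median of -1.78 lay below 95% of random lists of genes without a match, so 3' UTR matches do not account for it. In coding sequence, ABAT and JUNB have a 7-base match and TSPYL2 a 6-base match, and members with these were not left out. These results are consistent with a loss of RFX7 activity, as a hypothesis, and the list could rest in part on these libraries.

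The p53-activated list had a median interaction of -0.55, which was -0.51 after removing the GC and length trend and -0.58 after rescaling, outside the range of -0.04 to 0.11 of random lists. Named members were SPATA18 at -1.55, TP53I3 at -1.32, TP53INP1 at -1.12, CDKN1A at -0.93, DDB2 at -0.73, MDM2 at -0.69 and, in the other direction, SESN2 at 0.56. The list was higher with siRFX7 in DMSO, at a median of 0.67 with 26 of 30 genes called higher. In Nutlin-3a its median was 0.14, with 12 called higher and 5 lower, and the list's adjusted p was 0.00755, or 0.0558 under an inter-gene correlation of 0.05. Lower members in Nutlin-3a included TP53INP1 at -0.50 and MDM2 at -0.21 in the authors' deposited table. The interaction is by its definition the siRFX7 effect in Nutlin-3a minus that in DMSO. TP53INP1 and MDM2 combined a rise in DMSO with lower levels in Nutlin-3a. For SPATA18, TP53I3, CDKN1A and DDB2 the log2 fold change with siRFX7 was above 0 in both treatments. In Nutlin-3a 22 of the 30 members were above 0, so the negative list median went mainly with the rise in DMSO. That DMSO rise was 0.68 after removing the GC and length trend, so the trend does not account for it alone. It was 0.72 after rescaling, a log2 shift of only -0.06 that could not have removed the rise. The median over the 28 members without a 3' UTR match to the siRFX7 seed was 0.70, which decides nothing, because only 2 of the 30 members have a match and such matches go with lower values. The seed of the control siRNA is not known here, so its off-target effects stay open, as does a stress caused by either siRNA. Outside the list, SORCS2 at -1.26, CPLX2 at -1.40, TRIM29 at -1.36 and COL5A1 at -4.11 also had negative values, and the siControl DMSO mean of COL5A1 was below 3 counts, so its size depends on that floor.

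The cell cycle list had a median interaction of -0.997, which was -0.99 after removing the GC and length trend and -1.03 after rescaling, outside the range of -0.06 to 0.12 of random lists. RRM2 in the list was at -1.43, and outside it NEK2 at -1.88, SPC25 at -1.84, ESCO2 at -1.75, SKA1 at -1.49 and CKAP2L at -1.42. Several of these had few counts in siRFX7 Nutlin-3a, where the group mean of SKA1 was 5.72. KIF20A was at 1.10 and overlaps genes on the other strand, so reads of CDC23 or BRD8 may contribute to its count, and this was not tested.

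A further set had positive values: CHAC1 at 2.49, SLC1A4 at 2.03, DDIT3 at 1.79, TRIB3 at 1.63, PCK2 at 1.59 and ATF4 at 0.92, of which TRIB3, PCK2 and ATF4 were chosen after their values were seen. These fell with siRFX7 in DMSO. As a test, 21 other ATF4 targets were taken whose values had not been looked at. Their median with siRFX7 in DMSO was -0.93, against -0.15 to 0.11 for 95% of random lists, and -0.89 after removing the GC and length trend, which does not account for it. With siRFX7 in Nutlin-3a their median was -0.04, inside the random range, and with Nutlin-3a it was -1.15 in siControl and -0.37 in siRFX7. The set was thus high in siControl DMSO relative to the other groups. A lower ATF4 response with siRFX7, or a higher one in the siControl DMSO cultures such as from nutrient use, could give this, and with 1 set of cultures the tables do not separate them.

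WNT4 at 1.57, HKDC1 at 2.25 and CSTA at 1.17 also had positive values, for which no explanation was tested. HLA-DQB1 at -1.15, also chosen after its value was seen, belongs to a family with near-identical paralogs. AL672207.1 at 2.05 is a processed pseudogene. Across 744 pairs of pseudogene and parent gene, fold changes with Nutlin-3a in siControl correlated across genes with a Spearman rho of 0.890 (permutation p 1e-05, the smallest 100000 permutations can give). The rho was 0.835 with Nutlin-3a in siRFX7, 0.684 with siRFX7 in DMSO and 0.790 with siRFX7 in Nutlin-3a. Genes are not independent replicates. A candidate explanation for pseudogene calls in these comparisons is therefore reads shared with the parent. The interaction, for which AL672207.1 is named, was not tested in this way.

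Among the most negative interactions were AC112491.1 at -4.74, AC006064.4 at -3.59, FLG-AS1 at -2.68 and AC093484.3 at -2.53, of which 3 are antisense genes and AC112491.1 is a lincRNA. Of 45 antisense genes called in the interaction, 44 were below 0, as were 16 of 18 lincRNAs. AC006064.4 lies within GAPDH on the other strand, and its mean was 0.221%, 0.447%, 0.630% and 0.109% of that of GAPDH in siControl DMSO, siControl Nutlin-3a, siRFX7 DMSO and siRFX7 Nutlin-3a, while the interaction of GAPDH was -0.04. AC093484.3 lies within UBB and followed the same order at 0.259%, 0.437%, 0.514% and 0.154%. Over 459 antisense genes that share exons with a protein-coding gene, the interaction fell as the ratio of sense to antisense counts rose, with a Spearman rho of -0.322 across genes (permutation p 1e-05, the smallest 100000 permutations can give). The estimated dispersion rose with the same ratio, with a rho of 0.616. A candidate explanation is that a small share of reads of the sense gene was counted on the wrong strand, at a share that differed between libraries. The ratio contains the antisense mean itself, and values per library would be needed to test this further. AC112491.1, at 1.24%, 2.88%, 2.54% and 0.339% of RPL23AP42 on the other strand, was also lowest in siRFX7 Nutlin-3a, but as a lincRNA it was not among the 459. FLG-AS1 goes against this explanation. It was not among the 459 either, its means were 4.0, 78.8, 43.3 and 133 normalized counts in the same order of groups, highest in siRFX7 Nutlin-3a, and its dispersion was 0.0187, so its interaction is left without an explanation.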

How the results depend on the processing

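The scaling, centring, correlation of 0.05 and fold-minimum overlap alternatives were chosen after the data were seen. Of 28 results that answer a comparison, recomputed 91 times, 82 values stayed, 1 became weaker, 6 moved and 2 reversed. Of the 2 reversed, 1 is the overlap taken in the DMSO arm, a different comparison rather than other processing. Under the other settings the odds ratio of the Nutlin-3a overlap was 1.75 to 2.04. A test stayed if it kept its direction and side of the threshold, and a count of genes if it was within 1.5 times, whatever its split into higher and lower. For the 49 results of single genes, all 98 recomputed values kept theirs. The settings were scaling to equal totals and p-values adjusted again over genes with a mean of at least 10. Both move large changes little, and these genes were mostly chosen by large changes, so this says little about their stability. An adjusted p below 0.01 was not applied to them. NEK2P4 with siRFX7 in Nutlin-3a (DESeq2 adjusted p 0.0413) and CLCA2 with siRFX7 in DMSO (0.0237) were among those above it.

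A minimum absolute log2 fold change of 0.58 left 5198 genes with Nutlin-3a in siControl, 4830 in siRFX7, 1547 with siRFX7 in DMSO, 1482 in Nutlin-3a and 544 in the interaction, fewer by construction. An adjusted p below 0.01 left 863 genes in the interaction. With the minimum, the share higher with siRFX7 in DMSO was 67.5% against 46.5%, and that above 0 in the interaction 34.0% against 52.9%. Scaling to equal totals gave 3391 higher and 2262 lower genes with siRFX7 in DMSO, and 583 and 792 (42.4%) in the interaction, and it turned the majority to lower genes with Nutlin-3a in siControl (4824 higher, 5158 lower) and in siRFX7 (4434 and 5252). Centring on the median gave the same majorities as scaling in these 4 counts. The majority direction in them thus depends on the scaling, although the log2 shifts by scaling lay between -0.06 and 0.05. With siRFX7 in Nutlin-3a, higher genes stayed the majority under both.

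The interferon list with Nutlin-3a in siControl reversed direction with ranks, with an adjusted p of 0.718; it passed the threshold under neither. The p53 list with siRFX7 in Nutlin-3a had an adjusted p of 0.0558 under a correlation of 0.05, and the cause in both was not tested beyond the setting itself. In the DMSO arm the odds ratio of the overlap was 0.783, or 0.747 over the 19393 genes of the simulation. Draws with the shared libraries and siRFX7 effects moved to other genes of similar mean count gave 1.07 to 1.31 there. Unchanged groups gave a median overlap of 177 genes in this arm, against 808 if independent, so shared noise alone lowers the overlap. The draws hold this noise together with the match on mean count and do not isolate it. How far shared noise accounts for the value below 1 thus stays undecided.

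No paired analysis was possible because the tables hold no values per replicate. For the same reason these were not run: leaving out replicates, other splits of the samples, edgeR and DESeq2 refits, TMM and other size factors, filters on library counts, a test against a minimum fold change, fits of 6 libraries, fry and an estimated correlation. Pseudocounts did not apply. Genes under a mean of 100 had median standard errors of 0.458 to 0.994, so small changes in them were not detectable.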

Other observations

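The tests in this part were chosen after the patterns were seen, except the simulation of unchanged groups for the overlap. A 3' UTR sequence was associated with lower expression under siRFX7 in both treatments. Of 15573 heptamers tested over 10651 genes, AACCGAA had z values of -9.15 in DMSO and -10.08 in Nutlin-3a, and AAACCGA had -9.61 and -9.25. In 0 of 100 permutations of fold changes across genes did any heptamer reach as low a mean z; the lowest was -4.66. ACCGAAA, which has the same base composition and overlaps the same site, had a mean z of -5.71. Among the 102 other heptamers of that composition, which do not contain ACCGA, the lowest mean z was -4.02, against -9.61 for AACCGAA and -9.43 for AAACCGA, so neither chance nor base composition alone accounts for it.

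Together these heptamers make the sequence AAACCGAA, which has the form of a match to the seed region of an siRNA guide strand. The difference from genes without a site grew with the length of the match. For the 94 genes with the full 8-base site in the 3' UTR, the median difference was -0.21 in DMSO and -0.20 in Nutlin-3a. For 6-base sites it was -0.06 and -0.07. Sites found only in coding sequence gave smaller differences, -0.18 and -0.16 for 8 bases. The RFX7 transcript itself contains AAACCGA in its coding sequence, from position 3120 to 3126. Partial pairing of an siRNA against RFX7 with other transcripts may therefore lower part of the genes called with siRFX7, although the siRNA sequence is not in the labels. Of the genes called lower, 158 of 2592 (6.10%) in DMSO and 148 of 2037 (7.27%) in Nutlin-3a have a 7-base or 8-base site in the 3' UTR, against 3.44% of all genes tested. Genes with a site in coding sequence alone are not counted in these shares.

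HLA-DRB1 was higher with siRFX7 in both treatments. A set of other genes related to MHC class II was tested, which counts CD74 and CIITA beside the HLA genes. In DMSO its 10 genes had a median log2 fold change of 1.43, above 95% of random lists (-0.26 to 0.82). That median lies between CD74 at 1.34 and CIITA at 1.51, neither of them called (DESeq2 adjusted p 0.306 and 0.133). Only HLA-DOA, HLA-DPA1, HLA-DPB1 and HLA-DRB5 of the set were called in DMSO, all higher. In Nutlin-3a the 9 genes tested had a median of 0.88 (random lists -0.35 to 0.73), with only HLA-DMB, HLA-DOA and HLA-DPB1 called higher. The genes of the set were chosen after their values were seen, so exceeding random lists is not independent support. Most of these genes have few counts and share reads with paralogs, HLA-DRA, chosen after its value was seen, was at 0.46 in DMSO and was not called, and HLA-DQB1 fell by 0.81 in Nutlin-3a, all in the authors' deposited tables. A rise of the class II genes as a set is a possible explanation, with RFX5, a regulator of these genes, lower rather than higher.

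The interferon list was higher with siRFX7 in DMSO, at a median of 0.70, and rescaling to equal group totals gave 0.76, above 95% of random lists. That rescaling was a log2 shift of only -0.06, so it could not have removed the rise. An interferon response to the siRNA may contribute and was not tested.

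The overlap of genes raised by Nutlin-3a and lowered by siRFX7 in Nutlin-3a had an odds ratio of 1.83. With the siRFX7 effects moved to other genes of similar mean count, 0 of 100 simulated draws reached it, the highest being 1.72. The draws hold the noise of the shared libraries together with the match on mean count, and do not separate them. Together, as simulated, they do not account for the whole odds ratio. In the DMSO arm the odds ratio was below 1.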
